A study of Arabidopsis thaliana with 72 samples.

How the data were processed

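RNA from Arabidopsis leaves was sequenced in 72 libraries. Per the labels' protocols, plants grew for 5 weeks on plates under 10 h of light at 22 °C, 2 leaves from 4 plants made a sample, and estradiol (20 µM) or DMSO (0.1%) was painted on with 0.01% Silwet, a wetting agent. RNA was treated with DNase, and libraries were sequenced on an Illumina NovaSeq instrument, per the labels' protocols. The deposited values are expected counts per gene, held in a pair of whole-series matrices with a column per library. The aligner, counting program, genome build and filters behind these deposited counts are not stated in the labels or the file headers, so no coordinates are given. Both matrices hold whole numbers already, so rounding changed nothing. Small values that are multiples of 4 are in excess: in the main matrix the value 4 fills 40727 cells, against 8585 for 3 and 10399 for 5. In the other matrix it fills 37565 cells, against 10168 for 3 and 10831 for 5. A count was therefore not taken as a tally of sequenced fragments.

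The matrix named for the study, with 33602 genes and totals from 33207020 to 55367880 counts, was the main one. The STAR matrix, named after the word in its file name, has the same genes with symbols and a row for mCherry, and totals from 18063512 to 28178063 counts. Gene symbols are those the STAR matrix pairs with the identifiers. The mCherry row was used for mCherry and was left out where that matrix served as an alternative. Each column was matched to its sample by name, no column was left without a sample, and groups came from the labels' genotype, time and treatment.

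Tests used R 4.3.3 and edgeR 4.0.16 with limma 3.58.1. Genes were filtered with filterByExpr by group (minimum count 10, minimum total 15), scaled by TMM, and fitted in a single quasi-likelihood model with 24 group means (glmQLFit with the trended dispersion and robust estimation, then glmQLFTest), with 48 residual degrees of freedom. The biological coefficient of variation was 0.167. P-values were adjusted by Benjamini-Hochberg within each comparison over 21241 genes, with a threshold of 0.05. The standard error of a log2 fold change was taken from the F statistic. Printed CPM values use TMM-scaled library sizes, and principal components used log2 CPM with a prior count of 2. Shared genes are those past the threshold in both lines with the same sign. The edgeR and DESeq2 code was tested on simulated counts drawn from the real means, library sizes and the trend of the estimated dispersions, with 200 genes changed 2-fold. Over the 21042 genes tested there, edgeR recovered 77.0% of the changed genes in a comparison of 3 against 3 with 6 false calls, and 59.0% in a comparison of effects with 9 false calls, and made 0 calls where nothing was changed. DESeq2 recovered 77.0% and 59.0%, with 14 false calls in each. The simulated genes had no spread around the dispersion trend and no excess of multiples of 4. These rates therefore check the code and need not hold for the real counts.

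Genes were named by a rule fixed before the data were examined. CALS3 comes first. Genes of the 42-gene marker list are named where they pass the threshold against the Col-0 effect. For each of the 8 comparisons with Col-0, the 1 highest and the 1 lowest gene are named among those past the threshold with a mean CPM of at least 1 over all libraries and all 3 estradiol libraries of the line beyond all 3 DMSO libraries. Other names were chosen after their values were seen, as stated beside them.

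The alternatives fixed before the data were examined were the STAR matrix, DESeq2 1.42.0 with its own size factors and no independent filtering, RLE size factors, no filter on low counts, a replicate block, a fit of only the 6 libraries compared (for comparisons within a genotype), and leaving out each library in turn. Leave-one-out fits kept the genes and the trended dispersion of the fit to all libraries and re-estimated the scaling and the quasi-likelihood spread. An alternative added after seeing the files divided counts by 4 and rounded up. The pairing by replicate number comes from the numbers in the samples' titles. Other splits of the samples were refitted with the libraries they involve, as all 10 splits of 6 libraries, all 32 distinct swaps of treatment within same-numbered pairs of 2 genotypes, or 100 drawn swaps. GC content and length came from the longest transcript per locus in a TAIR10.1 annotation, used for gene properties only, which covered 98.8% of tested genes.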

Results

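RNA abundance was measured by sequencing in leaves of *Arabidopsis thaliana* from 3 genotypes. Col-0 is the wild type. The icals3m and PD-plug lines each carry an estradiol-inducible construct, and per the series' design text both constructs close plasmodesmata, the channels that connect neighbouring plant cells. Leaves were painted with 20 µM estradiol or with 0.1% DMSO as the mock treatment and were collected 12, 24, 48 or 72 h later. Each of the 24 combinations of genotype, time and treatment had 3 replicates, which gave 72 libraries. Totals in the main count matrix ran from 33207020 to 55367880 counts per library, with a median of 47474144 counts. Over the 12 libraries of each genotype and treatment, the median total was lowest in Col-0 estradiol (43755972 counts) and highest in PD-plug DMSO (51316118 counts). The lowest single total belonged to PD-plug 48 h estradiol replicate 1. Its total was 1.34 times that in the other deposited matrix, while this ratio lay between 1.87 and 2.07 in the remaining libraries. The floor of 3 counts corresponded to at most 0.090 CPM (counts scaled to the library total) in any library, and it covers counting error only. After the filter on low counts, 21241 of 33602 genes were tested.

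Replicates of a group were compared before they were averaged. Across the 72 replicate pairs, the correlation of log2 CPM across genes lay between 0.968 and 0.981, and the chi-square statistic per degree of freedom lay between 11.4 and 51.9. No pair therefore held identical counts, and all were kept as separate samples. Agreement within sampling noise was not judged, because a count was not taken as a tally of fragments. Sampling time explained most of the first and second principal components. The first principal component held 36.98% of the variance and time explained 96.1% of it, and the second held 12.3% with 95.2% explained by time. Treatment explained 28.4% of the third component, which held 4.65% of the variance, and genotype explained 38.6% of the fourth, which held 3.29%.

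**Figure D1:**
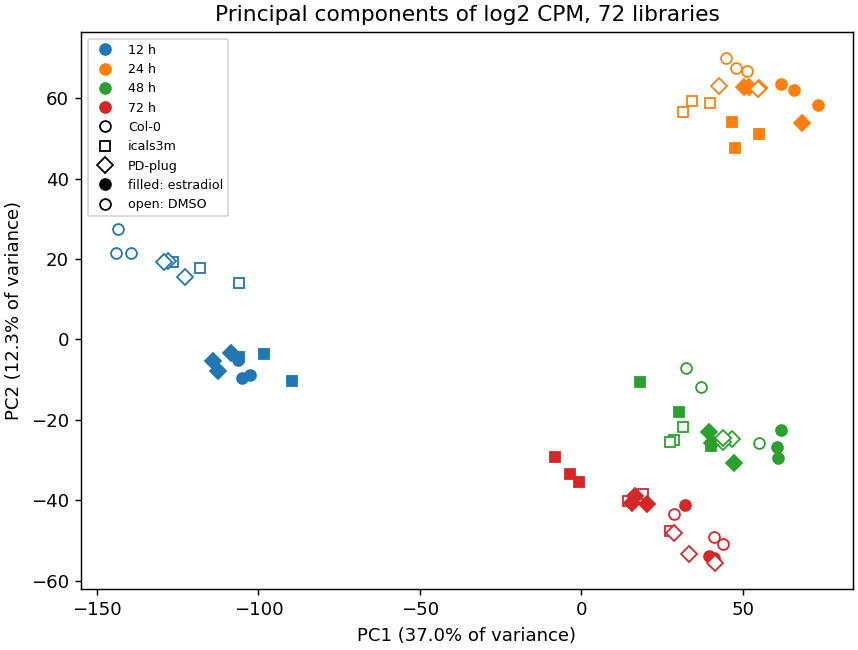
Scores of the 72 libraries on the first (x axis, 36.98% of variance) and second (y axis, 12.3%) principal components of log2 CPM; colour gives the time, shape the genotype, and filled or open symbols the treatment. The libraries part by time on these axes, and at 12 h the estradiol libraries lie below the DMSO libraries.

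The induced genes were examined first, as a check of the labels. CALS3 (AT5G13000), a callose synthase gene of which the icals3m line induces a variant, was measured in every library. In icals3m it reached 5547 ± 133 CPM (SD, n = 3) at 12 h with estradiol and 231 ± 21 CPM with DMSO. The corresponding values were 5320 ± 471 and 171 ± 3.3 CPM at 24 h, 4208 ± 479 and 211 ± 9.1 CPM at 48 h, and 1598 ± 131 and 282 ± 5.0 CPM at 72 h. These are estradiol to DMSO ratios of 24.1, 31.1, 20.0 and 5.67. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change relative to the Col-0 effect was 4.27 (SE 0.10, adjusted p 2.77e-41) at 12 h, 4.92 (SE 0.10, adjusted p 2.11e-44) at 24 h, 4.40 (SE 0.10, adjusted p 6.21e-42) at 48 h and 2.44 (SE 0.098, adjusted p 1.68e-28) at 72 h. In Col-0 and PD-plug, CALS3 lay between 79.2 and 121 CPM in every library. It was higher in icals3m than in Col-0 without estradiol as well, with DMSO ratios between 1.83 and 2.77 over the 4 times. Averaged over the times, this difference was 1.19 on the log2 scale (SE 0.035, edgeR adjusted p 5.10e-36). The counts do not separate the introduced variant from the resident gene.

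The other deposited matrix, called the STAR matrix here, has a row for mCherry, a fluorescent protein gene. That row was singled out after its values were seen. In PD-plug, mCherry reached 9540 ± 1814 CPM (SD, n = 3) with estradiol at 12 h, 30344 ± 4205 at 24 h, 20620 ± 2694 at 48 h and 3381 ± 302 at 72 h. The DMSO libraries of that line held 86.2 ± 18.3, 26.7 ± 9.34, 14.5 ± 0.48 and 13.6 ± 5.72 CPM at the same times. In the 24 Col-0 libraries the highest mCherry count was 5.

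**Figure D2:**
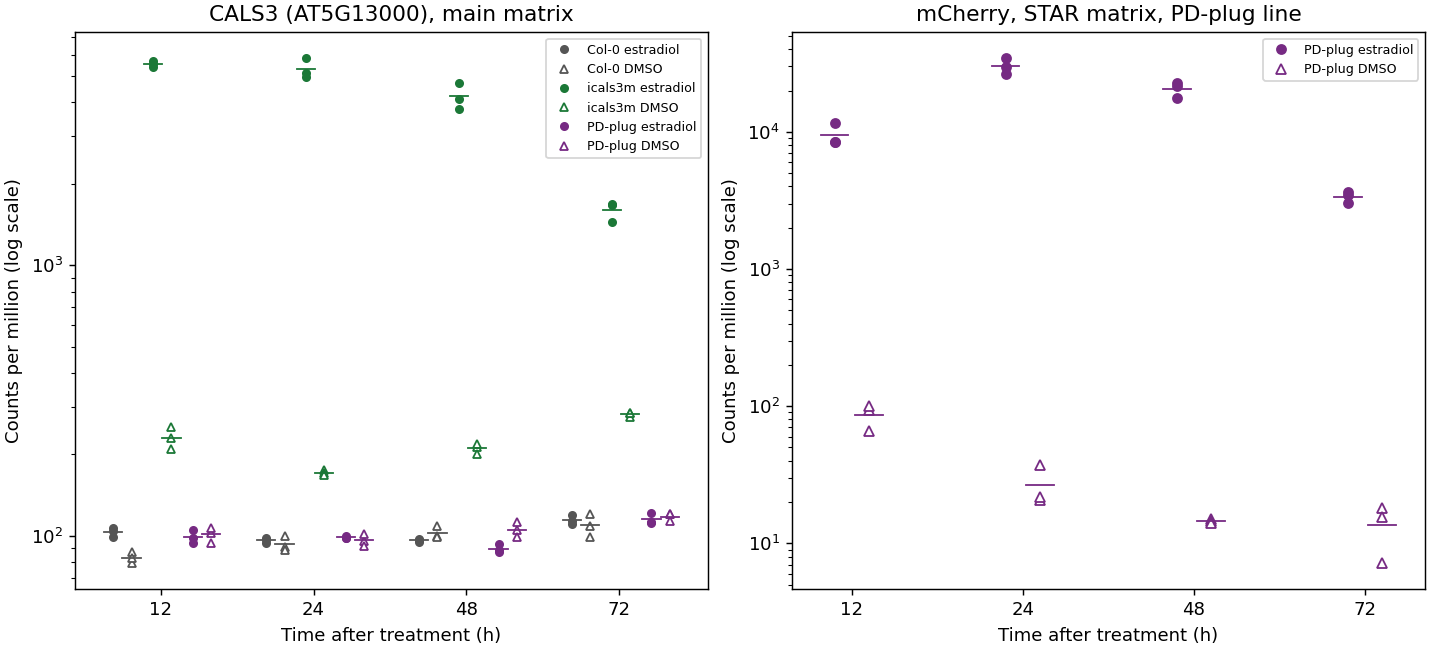
CPM on a log axis against time in hours, for CALS3 in all 72 libraries (left) and for mCherry in the 24 PD-plug libraries (right); filled circles are estradiol, open triangles DMSO, each symbol is a library and each short line the mean of 3. CALS3 in icals3m fell from 5547 CPM at 12 h to 1598 CPM at 72 h with estradiol, and mCherry peaked at 30344 CPM at 24 h. CALS3 is from the main matrix and mCherry from the STAR matrix, so levels cannot be compared between the panels. In the STAR matrix, CALS3 in icals3m at 12 h with estradiol lay between 2340 and 2530 CPM.

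The response of the wild type to estradiol gives the background against which the lines were compared. In Col-0, 8195 genes differed between estradiol and DMSO at 12 h at an edgeR adjusted p under 0.05, 4648 higher and 3547 lower. Among the genes called there that differed by at least 2-fold the balance was the opposite, with 395 higher and 1321 lower. At 24 h 209 genes differed (28 higher, 181 lower), and at 48 h 1417 (527 higher, 890 lower). At 72 h 3 genes differed, all higher, while 560 genes were lower at an unadjusted p under 0.05. The 3 genes were AT1G30720, AT2G43620 and PME41 (AT4G02330), named after their values were seen, with log2 fold changes of 3.08, 2.30 and 4.03. DESeq2, RLE size factors, no filter on low counts and a replicate block kept all 3. The STAR matrix kept 2 and counts divided by 4 kept 1. A fit of only the 6 libraries compared kept 0 of the 3 and called 1 other gene. The alternative that moved the 12 h count most was the STAR matrix, which gave 4723 genes. In a fit of only the 6 libraries compared, 44.7% of the genes called at 12 h were higher, against 56.7% in the fit of all 72, so the predominant direction in Col-0 at 12 h was not settled. At 48 h the count depended on single libraries and ran from 309 genes without DMSO replicate 3 to 2474 without DMSO replicate 2.

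Within the lines, the same comparison gave 3645 genes in icals3m at 12 h, 1376 at 24 h, 3888 at 48 h and 4570 at 72 h. In PD-plug it gave 5759, 104, 2821 and 562 genes at these times. Genes higher with estradiol numbered 1796, 583, 1964 and 2206 in icals3m and 2674, 33, 1203 and 296 in PD-plug. Median absolute log2 fold changes of the called genes lay between 0.39 and 0.53 in these 8 comparisons. Called genes of at least 2-fold were 96 higher and 599 lower, 72 and 191, 221 and 181, and 357 and 240 in icals3m at 12, 24, 48 and 72 h. In PD-plug they were 206 higher and 726 lower, 6 and 15, 234 and 93, and 134 and 9. The balance at 72 h in icals3m and at 48 h in PD-plug was thus the opposite of that over all called genes. Another setting turned the balance over all called genes in icals3m at 12 h (1719 higher and 1695 lower with a replicate block), 24 h (714 and 684 with RLE size factors) and 72 h (2340 and 2259 in a fit of only the 6 libraries).

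Whether a line responded differently from the wild type was tested by subtracting the Col-0 effect at the same time. For icals3m, 672 genes passed the threshold at 12 h (326 higher, 346 lower), 55 at 24 h (22 higher, 33 lower), 2840 at 48 h (1330 higher, 1510 lower) and 2392 at 72 h (1057 higher, 1335 lower). For PD-plug, 1764 genes passed at 12 h (449 higher, 1315 lower), 7 at 24 h (2 higher, 5 lower), 1182 at 48 h (481 higher, 701 lower) and 20 at 72 h (17 higher, 3 lower). The balance depended on the size of change. Called genes of at least 2-fold were 82 higher and 50 lower, 10 and 8, 495 and 252, and 244 and 235 for icals3m at these times. For PD-plug they were 102 higher and 101 lower, 1 and 0, 266 and 36, and 13 and 0. The STAR matrix moved the icals3m 12 h count most, to 140 genes. It also turned the balance over all called genes for icals3m at 12 h (73 higher, 67 lower) and 48 h (651 higher, 605 lower) and for PD-plug at 48 h (238 higher, 211 lower). With RLE size factors icals3m at 12 h had 354 genes higher and 301 lower, and with a replicate block it had 45 higher and 38 lower at 24 h, so the predominant direction was not settled in these comparisons. At 12 h these differences rested largely on genes that changed in Col-0. Of the 672 icals3m genes at 12 h, 94.3% were also called between estradiol and DMSO in Col-0 and 44.3% in icals3m. Of the 1764 PD-plug genes, 76.4% were called in Col-0 and 48.7% in PD-plug. The shares called were different later. At 48 h, 22.9% of the icals3m genes and 18.2% of the PD-plug genes were called in Col-0, against 66.2% and 75.7% in the line itself. Col-0 had 1417 called genes at 48 h and 8195 at 12 h, so these shares cannot be compared directly across times. At an unadjusted p under 0.05, 1349 of the 2840 icals3m genes and 475 of the 1182 PD-plug genes differed in Col-0 at 48 h. The line and Col-0 changes had opposite signs in 2462 of the 2840 and 971 of the 1182 genes. Col-0 changes thus contributed to many of the 48 h differences. At 72 h none of the 2392 icals3m genes was called in Col-0 and 285 of them had an unadjusted p under 0.05 there, while 92.1% were called in icals3m. Of the icals3m genes at 48 and 72 h, 1026 were called at both times with the same sign and 10 with opposite signs.

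**Figure D3:**
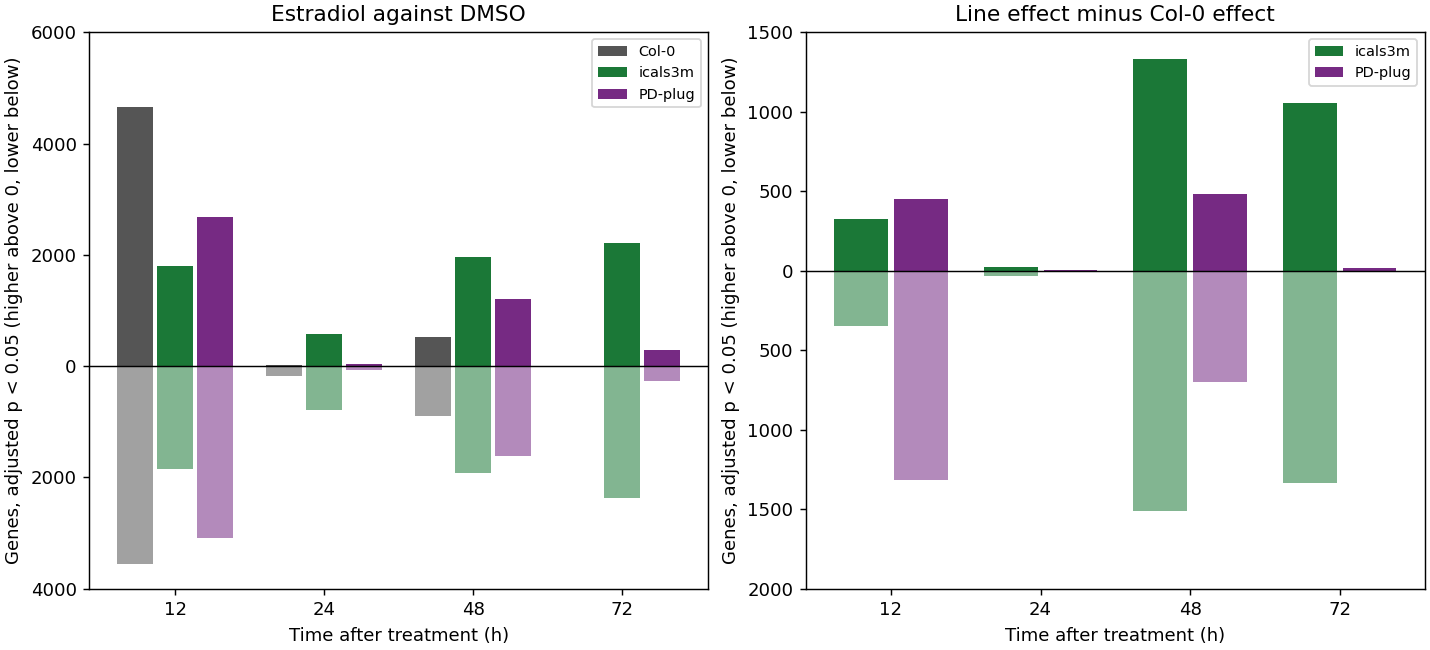
Genes with an edgeR adjusted p under 0.05 against time in hours, for estradiol against DMSO within each genotype (left) and for the line effect minus the Col-0 effect (right); bars above 0 count genes that were higher and paler bars below 0 genes that were lower. Col-0 has the tallest bars at 12 h (8195 genes) and 3 genes at 72 h, where icals3m minus Col-0 has 2392.

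The overlap of the lines addresses which changes accompanied either construct. At 12 h 383 genes passed the threshold against the Col-0 effect in both lines with the same sign (174 higher, 209 lower, but 185 and 178 with RLE size factors), and 28.3 would be shared with the same sign if the lists were independent. At 48 h 653 genes were shared in the same direction (194 higher, 459 lower), against 79.95 with the same sign for independent lists. Both lists at a given time use the same Col-0 libraries, so some sharing arises from errors in the Col-0 values. Of the 653 genes, 494 were not called in Col-0 itself, and of the 383 genes at 12 h, 12 were not. At 72 h 18 genes were shared, 16 higher and 2 lower. The 2 lower genes, named after their values were seen, were TBL25 (AT1G01430) and PSAH1 (AT3G16140). No gene was shared at 24 h, when 362 genes had an unadjusted p under 0.05 in both lines with the same sign. Tested within each line on its own, which shares no libraries, 2635 genes at 12 h, 35 at 24 h, 1158 at 48 h and 318 at 72 h were called in both lines with the same sign. Of these, 198, 16, 1011 and 315 were not called in Col-0.

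The lines also differed from each other. The icals3m effect minus the PD-plug effect gave 253 genes at 12 h (223 higher, 30 lower), 76 at 24 h (39 higher, 37 lower), 1095 at 48 h (572 higher, 523 lower) and 1137 at 72 h (477 higher, 660 lower). Called genes of at least 2-fold were 17 higher and 10 lower, 10 and 10, 145 and 204, and 96 and 177. At 24 h the share of higher calls was 51.3%, with RLE size factors it was 61.8%, and in the STAR matrix it was 70.6%.

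Differences that did not need estradiol were measured between the DMSO libraries, averaged over the 4 times. Against Col-0, 4065 genes differed in icals3m (1927 higher, 2138 lower) and 1312 in PD-plug (757 higher, 555 lower). With RLE size factors the PD-plug balance was 637 higher and 646 lower. Most were small. The median absolute log2 fold change of the called genes was 0.25 in each line, and 203 genes in icals3m and 61 in PD-plug differed by at least 2-fold.

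A list of 42 marker genes, fixed before the data were examined, was followed across the 8 comparisons with the Col-0 effect. Of the 40 genes tested, 5, 1, 9 and 8 passed the threshold in icals3m at 12, 24, 48 and 72 h when adjusted over all genes, and 5, 1, 11 and 12 when adjusted over the list alone. In PD-plug these counts were 4, 0, 10 and 0 over all genes and 7, 0, 12 and 4 over the list. In PD-plug at 24 and 72 h, 3 and 9 listed genes had an unadjusted p under 0.05. Among the 12 salicylic acid and defence genes tested, 8 were higher in PD-plug at 48 h and 4 in icals3m at 72 h, and none was lower. These counts are relative to the Col-0 effect at the same time. In Col-0 itself, some of these genes had higher means with estradiol at 12 and 24 h.

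In PD-plug at 48 h, WRKY70 (AT3G56400) stood at 95.7 ± 29.4 CPM with estradiol and 18.4 ± 3.51 with DMSO, while Col-0 held 10.6 ± 3.37 and 9.87 ± 0.55 (SD, n = 3 each). Its log2 fold change relative to the Col-0 effect was 2.26 (SE 0.44, edgeR adjusted p 0.000555). SARD1 (AT1G73805) had a log2 fold change of 4.18 (SE 0.67, adjusted p 3.67e-05), CBP60G (AT5G26920) of 2.60 (SE 0.37, adjusted p 3.58e-06) and EDS1 (AT3G48090) of 1.13 (SE 0.24, adjusted p 0.00122). In Col-0 at 48 h, CBP60G fell by 1.15 on the log2 scale with estradiol and SARD1 also had a log2 fold change of -1.15, of which the first passed the threshold. The log2 fold changes within PD-plug were 1.45 for CBP60G and 3.04 for SARD1. These 4 calls held in each of the 12 fits that left out a library. Such fits do not test the choice of matrix, and the STAR matrix changed 25 of 51 gene results named by the fixed rule. BG2 (AT3G57260, also known as PR2), PR5 (AT1G75040), ICS1 (AT1G74710) and PAD4 (AT3G52430) were also higher, with log2 fold changes of 4.66, 3.32, 0.78 and 0.59, and lost significance in 1, 1, 4 and 10 of the 12 fits. In icals3m at 72 h, ICS1 rose to 9.81 ± 2.39 CPM from 4.14 ± 0.28 (log2 fold change 1.29, SE 0.23, edgeR adjusted p 3.95e-05) and PAD4 had a log2 fold change of 0.75 (SE 0.19, adjusted p 0.00514). BG2 reached 22.9 ± 18.7 CPM and PR5 5.24 ± 3.96 CPM there, and their replicates spread widely. At 48 h in icals3m, CBP60G (log2 fold change 2.12, of which 0.98 within icals3m) and PAD4 (0.61) passed, and at 12 h ICS1 did (0.79), where Col-0 itself fell by 1.03 and icals3m did not pass. PAD4 with estradiol at 48 h stood at 24.7 CPM in PD-plug and 20.0 in icals3m, no higher than the 25.5 in Col-0. With DMSO it stood at 14.1, 11.3 and 22.1 CPM in these genotypes. Leaving out a library lost the PAD4 call at 48 h in 4 of 12 fits, the ICS1 call at 12 h in 8, and the BG2 and PR5 calls at 72 h in 1 and 2. In Col-0 at 12 h, WRKY70 stood at 65.3 CPM with estradiol and 15.8 with DMSO. The means of SARD1, PR5, PAD4 and EDS1 were also higher with estradiol there, and those of ICS1, CBP60G and BG2 lower. At 24 h in Col-0, BG2 (10.13 and 1.73 CPM) and PR5 (8.05 and 2.79) were higher, and EDS1, ICS1 and CBP60G had lower means. Higher means with estradiol were thus not confined to the lines.

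**Figure D4:**
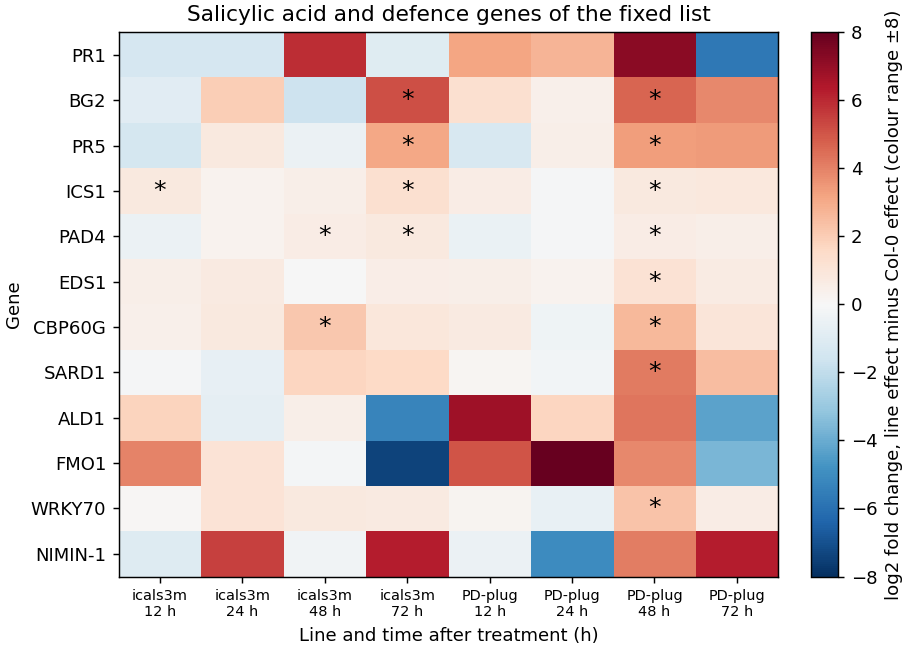
Log2 fold change of the line effect minus the Col-0 effect (colour, from -8 to 8) for the 12 salicylic acid and defence genes tested (rows) in icals3m and PD-plug at each time in hours (columns); asterisks stand for an edgeR adjusted p under 0.05. An asterisk marks 8 genes in PD-plug at 48 h and 4 in icals3m at 72 h; squares without one did not pass, however deep their colour.

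Of the other listed genes, 3 senescence genes were higher relative to the Col-0 effect in icals3m at 48 h: SWEET15 (AT5G13170) with a log2 fold change of 2.49, ATNAC2 (AT5G39610) with 1.12 and SGR1 (AT4G22920) with 0.70. SGR1 stood at 20.7 CPM with estradiol and 14.7 with DMSO in icals3m, against 21.7 and 24.9 in Col-0. Its mean thus did not exceed that of the wild type. The SWEET15 and ATNAC2 calls were lost in 4 and 1 of 12 fits that left out a library. PDF1.2A (AT5G44420) was higher by 3.40 in the same comparison, although neither its change in icals3m (1.55) nor that in Col-0 (-1.85) passed the threshold. LTI78 (AT5G52310) had a value of -0.73, which came from a rise of 0.67 in Col-0 while icals3m did not pass (-0.060), and its call was lost in 6 of 12 fits. APL3 (AT4G39210) was higher in icals3m at 72 h (log2 fold change 1.19, SE 0.17, edgeR adjusted p 1.19e-06). P5CSA (AT2G39800) was lower relative to Col-0 in icals3m at 12 h (-1.14) and 72 h (-1.001) and in PD-plug at 12 h (-1.21). At 12 h this followed a rise of 1.04 in Col-0, and neither line passed on its own. CALS12 (AT4G03550) was higher relative to Col-0 at 12 h in icals3m (0.60) and PD-plug (0.36), where Col-0 had a log2 fold change of -0.59, and within PD-plug it was lower (-0.23). The PD-plug call relative to Col-0 was lost in 9 of 12 fits. CALS3 in PD-plug at 12 h stood at -0.35 relative to Col-0, which came from a rise of 0.32 in Col-0 while PD-plug did not pass (-0.032). This call was lost in 1 of 12 fits. ASN1 (AT3G47340) in PD-plug at 48 h had a value of -2.21 relative to Col-0, where Col-0 rose by 1.99 and PD-plug did not pass (-0.22), and its call was lost in 6 of 12 fits. LHCB1.2 (AT1G29920) was higher in icals3m at 12 h (1.46), but it belongs to a family of near-identical genes whose reads the counting could split, so this value is uncertain, and its call was lost in 7 of 12 fits. The same limit applies to RBCS-1A (AT1G67090), which was lower in icals3m at 48 h (-0.66) and 72 h (-0.42) and in PD-plug at 12 h (-0.53) and 48 h (-0.51). In the STAR matrix its sign was the opposite in icals3m at 72 h (0.33) and PD-plug at 12 h (0.063). Over the 52 gene results named by the fixed rule, in 8 Col-0 passed the threshold and the line did not. In 10 both passed, in 2 neither did and in 32 the line alone did.

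The genes with the most extreme changes under the naming rule were mostly of low abundance. In icals3m at 48 h, CML41 (AT3G50770) rose to 35.7 ± 16.1 CPM from 1.87 ± 0.81, while in Col-0 it stood at 0.14 ± 0.12 with estradiol and 2.05 ± 1.52 with DMSO. The log2 fold change between these effects was 8.16 (SE 0.83, edgeR adjusted p 1.41e-09). AT5G06270 had the lowest value in that comparison (-3.47, SE 0.54, adjusted p 4.92e-06). At 12 h in icals3m the extremes were CPuORF61 (AT3G45242), at 17.1 ± 16.1 CPM with estradiol and 0.96 ± 0.091 with DMSO, and AT3G15550, at 0.080 ± 0.088 and 0.34 ± 0.13 CPM. At 24 h AT1G76620 was lowest, with no count in the estradiol libraries and 0.35 ± 0.13 CPM with DMSO. At 72 h WRKY30 (AT5G24110) was highest, at 0.95 ± 0.63 CPM with estradiol and 0.057 ± 0.051 with DMSO, and AT2G24545 lowest, a call that was lost in 10 of 12 fits that left out a library. In PD-plug at 12 h the extremes were ATL76 (AT1G49210), at 0.30 ± 0.13 and 0.020 ± 0.035 CPM, and DIR21 (AT1G65870), with a log2 fold change of -2.67. The 7 genes of PD-plug at 24 h were EGY3 (AT1G17870, log2 fold change 1.48), PRXIIF (AT3G06050, 0.50), SCY1 (AT2G18710, -0.38), CYP20-3 (AT3G62030, -0.63), AT3G63160 (-0.67), AT4G34090 (-0.72) and AT5G18255 (-0.62), of which EGY3 and AT3G63160 fell under the rule and the others were named after their values were seen. At 48 h WAK3 (AT1G21240) was highest in PD-plug, where Col-0 DMSO replicates ranged widely (2.28 ± 3.67 CPM), and MLS (AT5G03860) lowest, with a log2 fold change of -2.74. At 72 h AtRLP23 (AT2G32680) rose to 8.95 ± 1.06 CPM from 0.93 ± 0.21 (log2 fold change 3.58, SE 0.70, edgeR adjusted p 0.0103) and GRXC5 (AT4G28730) was lowest (-0.66). Col-0 changed in the opposite direction, past the threshold, for CPuORF61 (log2 fold change -3.92), AT3G15550 (1.57), CML41 (-3.92), AT5G06270 (1.42), DIR21 (0.91) and WAK3 (-5.24), and for WAK3 the change within PD-plug (2.96) did not pass. Leaving out a library lost the calls of EGY3 and AT3G63160 in 5 of 12 fits each, of MLS in 4, of CPuORF61, ATL76 and AtRLP23 in 3 each, of AT1G76620 in 2, and of WRKY30, WAK3 and GRXC5 in 1 each.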

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

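Chosen only after the result was seen were 2 of the tests in this part: the count of splits that mixed a line's own treatment labels, and the comparison of mCherry counts between genotypes.

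A direct test of the difference between genotypes in the effect of estradiol called genes at every time, in very different numbers, and the swaps of treatment described further on limit what these counts show. Relative to the Col-0 effect, icals3m had 672 genes past the threshold at 12 h, 55 at 24 h, 2840 at 48 h and 2392 at 72 h, and PD-plug had 1764, 7, 1182 and 20. Between the lines, 253, 76, 1095 and 1137 genes differed at these times.

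GC content and gene length were weighed as technical sources of these differences. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change relative to Col-0 with GC content was 0.018, -0.021, -0.0038 and 0.017 for icals3m at 12, 24, 48 and 72 h, and -0.028, 0.021, -0.046 and -0.0092 for PD-plug. With transcript length it was -0.0051, 0.027, 0.028 and -0.016 for icals3m and -0.040, 0.053, 0.019 and -0.011 for PD-plug. All 16 values lie within 0.1 of 0, the bound set beforehand for no relation.

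Unequal depth was tested by thinning each library to the smallest total. The counts became 607, 54, 2775 and 2364 for icals3m and 1673, 8, 1131 and 21 for PD-plug, each within 1.5 times the count without thinning. Thinning treats each count as a tally of fragments, which these counts were not taken to be. It therefore does not rule out a contribution from depth. Thinning was not run for the differences between the lines.

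Harvest at another time of day was tested by correlating the difference with the change from 12 to 24 h in DMSO libraries of the genotype outside the comparison. Across genes the correlation was -0.12 for icals3m at 12 h, -0.084 at 48 h and -0.11 at 72 h, and -0.12 for PD-plug at 12 h and -0.14 at 48 h. A value beyond 0.3 in size would have pointed to time of day. Only the icals3m 48 h value is under 0.1 in size, so for the other 4 a contribution from time of day cannot be ruled out. The change from 12 to 24 h was the only reference, so other shifts in time of day stayed untested, at 48 h in icals3m as well. The remaining comparisons were not tested for time of day.

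Other assignments of treatment were tried by swapping estradiol and DMSO within same-numbered pairs of the genotypes compared, in fits of the 18 libraries of a time. In such a fit the real assignment gave 194, 80, 2273 and 2512 genes for icals3m against Col-0 at 12, 24, 48 and 72 h, 1029, 4, 736 and 19 for PD-plug against Col-0, and 1, 127, 689 and 1220 between the lines. These counts differ from those of the fit to all 72 libraries, most of all between the lines at 12 h (1 gene in place of 253). Against Col-0, 7 of the 32 distinct swaps gave as many genes for icals3m at 12 h, 3 at 24 h, 2 at 48 h and 4 at 72 h, and 6, 9, 3 and 7 of the 32 did so for PD-plug. Between the lines, 18, 4, 4 and 7 of the 32 did. The real assignment is included in each count. No share falls under 0.05, so this test does not part any of these counts from other assignments. The swaps are not all empty of effect, however. One of them exchanges the treatments of a whole genotype and so tests the sum of the effects in place of their difference, which gave 8521 genes for icals3m and Col-0 at 12 h. Of the 32, 8 leave the first-named line's own labels together. Among the 24 that mix them, as many genes as the real assignment were reached 0 times for icals3m against Col-0 at 24, 48 and 72 h, with 20, 368 and 0 genes at most, and 0 times for PD-plug at 48 and 72 h, with 1 and 4 genes at most. Between the lines it was 0 times at 24, 48 and 72 h. For PD-plug at 24 h, where the real count was 4 genes, 4 of the 24 reached it. At 12 h, 5 of the 24 for icals3m and 3 of the 24 for PD-plug did, but some of the 24 keep the Col-0 labels together and so retain the Col-0 effect, which is large at 12 h. Reaching the real count was to be expected there whatever the line does, so the 24 decide nothing at 12 h. Between the lines at 12 h, where the real count in this fit was 1 gene, neither the 32 swaps nor the 24 bear on the 253 genes of the fit to all 72 libraries.

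For genes shared by both lines, 100 swaps over the 3 genotypes were drawn. In these fits of the 18 libraries of a time, the real assignment gave 111, 0, 400 and 15 shared genes at 12, 24, 48 and 72 h. As many shared genes came from 11 of the 100 at 12 h, from 100 at 24 h (where 0 genes were shared), from 1 at 48 h and from 4 at 72 h. The median of the other swaps was 0 shared genes at each time. The share of swaps that reached the real count is under 0.05 at 48 and 72 h and above it at 12 h. The drawn swaps can keep a genotype's labels together and so are not all empty of effect, and the highest count among the others was 4347 at 12 h, 270 at 48 h and 129 at 72 h. Whether the 48 h and 72 h overlaps reflect plasmodesmal closure remains a hypothesis. The values relative to Col-0 share the Col-0 libraries. Time of day was left open for PD-plug at 48 h (-0.14) and for icals3m at 72 h (-0.11). It was not tested for PD-plug at 72 h. Most counts fell in the STAR matrix, where 182 genes were shared at 48 h.

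A signal in a row that the comparisons do not use concerns mCherry outside the PD-plug line. In the STAR matrix, 7 of 12 icals3m estradiol libraries had an mCherry count, at most 20, against 0 of 12 icals3m DMSO libraries, 0 of 12 Col-0 estradiol libraries and 1 of 12 Col-0 DMSO libraries. The value 4 is in excess in this matrix too, so such small counts were not read as numbers of fragments. If reads had crossed over evenly from PD-plug libraries, where counts reach 694617, Col-0 estradiol libraries would hold them about as often as icals3m ones. The 2-sided Fisher's exact test between these gave p = 0.00458. The test describes the pattern that prompted it and leaves out the Col-0 DMSO libraries, so it goes only weakly against an even crossover. Crossover between particular libraries, plant material of another line and sequence that the constructs have in common were not tested, so no biological reading is offered.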

How the results depend on the processing

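The choice of matrix moved most results. With the STAR matrix, 28 of 30 gene counts changed by more than 1.5 times, each downward. Within genotypes the counts became 4723, 103 and 501 in Col-0 at 12, 24 and 48 h, 1597, 525, 1756 and 2201 in icals3m and 2841, 47, 1170 and 250 in PD-plug at the 4 times. Relative to Col-0 they became 140, 18, 1256 and 910 for icals3m and 654, 4, 449 and 10 for PD-plug, and between the lines 64, 17, 475 and 407. Shared genes numbered 87 at 12 h, 182 at 48 h and 9 at 72 h, and the DMSO comparisons gave 2298 genes for icals3m and 653 for PD-plug. Genes called in both matrices with the same sign were 1176 of these 1256 in icals3m relative to Col-0 at 48 h, 117 of 140 at 12 h, and 1 of 4 in PD-plug relative to Col-0 at 24 h. The cause was not tested. RBCS-1A changed sign in the STAR matrix relative to Col-0 in icals3m at 72 h (log2 fold change 0.33) and PD-plug at 12 h (0.063), and the cause was not tested.

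DESeq2 moved 9 counts, all upward: to 356 in Col-0 at 24 h, 24 in Col-0 at 72 h, 162 in PD-plug at 24 h, 126 in icals3m relative to Col-0 at 24 h, 23 and 76 in PD-plug relative to Col-0 at 24 and 72 h, 174 between the lines at 24 h, and 5 and 51 shared genes at 24 and 72 h. The cause was not tested. RLE size factors and no filter on low counts left all 30 counts within 1.5 times. Under RLE the share of higher calls moved by over 10 points for the lines' difference at 24 h alone, from 51.3% to 61.8%. With the DESeq2 Wald test, which changes the size factors, the dispersions and the test together, it moved from 100% to 75% in Col-0 at 72 h, from 40.0% to 58.7% in icals3m relative to Col-0 at 24 h, from 85% to 72.4% in PD-plug relative to Col-0 at 72 h, to 61.5% between the lines at 24 h and from 88.9% to 78.4% for shared genes at 72 h. The STAR matrix moved it from 481 of 1182 to 238 of 449 genes in PD-plug relative to Col-0 at 48 h, from 52.7% to 68% in PD-plug at 72 h, from 28.6% to 0% in PD-plug relative to Col-0 at 24 h (4 genes), to 70.6% between the lines at 24 h, and for shared genes from 29.7% to 40.1% at 48 h and to 100% at 72 h. The replicate block moved it from 40.0% to 54.2% in icals3m relative to Col-0 at 24 h, from 85% to 64% in PD-plug relative to Col-0 at 72 h, to 0% in PD-plug relative to Col-0 at 24 h (3 genes) and to 75% for shared genes at 72 h. Counts divided by 4 moved it to 29.2% in icals3m relative to Col-0 at 24 h.

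The majority of higher or lower calls turned in these fits, given as higher and lower genes. Under RLE they were 714 and 684 in icals3m at 24 h, 354 and 301 in icals3m relative to Col-0 at 12 h, 637 and 646 for PD-plug DMSO against Col-0 DMSO, and 185 and 178 for shared genes at 12 h. Under DESeq2 they were 833 and 788 in icals3m at 24 h, 475 and 404, 74 and 52, and 1504 and 1491 in icals3m relative to Col-0 at 12, 24 and 48 h, and 721 and 736 for PD-plug DMSO. The STAR matrix gave 73 and 67 at 12 h and 651 and 605 at 48 h in icals3m relative to Col-0, and 238 and 211 in PD-plug relative to Col-0 at 48 h. The replicate block gave 1719 and 1695 in icals3m at 12 h and 45 and 38 relative to Col-0 at 24 h, and no filter on low counts gave 1300 and 1257 in icals3m relative to Col-0 at 48 h. Counts divided by 4 gave 468 and 359 in icals3m relative to Col-0 at 12 h and 253 and 222 for shared genes at 12 h. Fits of only the 6 libraries gave 3229 and 3998 in Col-0 at 12 h and 2340 and 2259 in icals3m at 72 h.

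Fits of only the 6 libraries compared moved 4 of 12 counts, to 434, 171 and 1 gene in Col-0 at 24, 48 and 72 h and to 29 in PD-plug at 24 h. They also moved the share of higher calls at 12 h from 56.7% to 44.7% in Col-0 and from 49.3% to 38.6% in icals3m. Their 1 gene in Col-0 at 72 h was not among the 3 called in the fit of all 72 libraries. Counts divided by 4, an alternative chosen after seeing the data, moved 3 results: to 1 gene in Col-0 at 72 h, 12 in PD-plug relative to Col-0 at 72 h and 10 shared genes at 72 h. The cause was not tested.

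With a replicate block, 27 of 30 counts stayed within 1.5 times. The others became 19 in Col-0 at 72 h, 83 in icals3m relative to Col-0 at 24 h and 3 in PD-plug relative to Col-0 at 24 h. Same-numbered libraries did not deviate together: the correlation of their deviations from the group means averaged 0.0083 over 12 pairs of groups, from -0.020 to 0.042.

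Leaving out each library in turn gave these ranges within genotypes: 6709 to 7755, 43 to 217, 309 to 2474 and 0 to 11 genes in Col-0 at 12, 24, 48 and 72 h, 2266 to 3443, 469 to 1047, 2926 to 3354 and 3450 to 3990 in icals3m, and 4366 to 5297, 33 to 76, 1924 to 2593 and 208 to 480 in PD-plug. Relative to Col-0 the ranges were 196 to 985, 14 to 82, 1889 to 3284 and 1731 to 2300 for icals3m and 1163 to 1905, 0 to 10, 699 to 1621 and 6 to 40 for PD-plug. Between the lines they were 43 to 494, 20 to 139, 708 to 1228 and 680 to 1160, and for shared genes 138 to 572, 0 to 2, 320 to 1012 and 6 to 31. The DMSO comparisons ranged from 3693 to 4066 genes for icals3m and from 981 to 1523 for PD-plug.

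Genes named only after their values were seen are not covered here. Over the 52 gene results named by the fixed rule, DESeq2 and RLE changed no call. With the STAR matrix 25 of 51 changed, 23 weaker and 2 reversed. Counts divided by 4 weakened 4, no filter 3 and the replicate block 5. When a library was left out, none of the 52 changed sign, but 26 of them lost their call in at least 1 of 12 fits. Calls lost in 6 or more were those of PAD4 in PD-plug at 48 h and AT2G24545 in icals3m at 72 h (10 each), CALS12 in PD-plug at 12 h (9), ICS1 and LHCB1.2 in icals3m at 12 h (8 and 7), LTI78 in icals3m at 48 h and ASN1 in PD-plug at 48 h (6 each). The 4 CALS3 results in icals3m kept their calls in all these fits.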

Other observations

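The test of time of day in this part was chosen after a plot of the libraries had been seen, and the clock genes were followed after the same plot.

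More genes differed between estradiol and DMSO in Col-0 at 12 h (8195) than in either line at any time, although Col-0 carries neither construct. Of the 10 splits of the 6 Col-0 libraries, only the real one gave as many genes as the 7227 it gives in a fit of those libraries, and among the 4 splits that part each same-numbered pair, 1 of 4 did. A comparison of 3 against 3 libraries cannot give a share under 10%, so these splits cannot decide. GC content (Spearman correlation 0.0091 across genes) and transcript length (0.069) show no relation to the change. The change correlated with the change from 12 to 24 h in PD-plug DMSO libraries at r = 0.25 across genes, between the bounds of 0.1 and 0.3 set for no relation and for a relation. An effect of estradiol in the wild type may therefore not be told apart from a difference in the time or order of harvest.

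Of 12 clock genes, 5 differed between estradiol and DMSO at 12 h in Col-0, 5 in icals3m and 3 in PD-plug, while 38.6%, 17.2% and 27.1% of all tested genes did. Those called in Col-0 were TOC1 (AT5G61380, log2 fold change 0.53), PRR3 (AT5G60100, 0.49), PRR7 (AT5G02810, -1.05), PRR5 (AT5G24470, -0.47) and GI (AT1G22770). All 5 moved against the change from 12 to 24 h in the DMSO libraries of Col-0, as did all 5 called in icals3m and all 3 called in PD-plug in the DMSO libraries of their own line. The clock genes called and the positive correlation over all genes (r = 0.25) thus point in different directions. GI was lower with estradiol in each genotype, with log2 fold changes of -1.36 in Col-0 (SE 0.37, edgeR adjusted p 0.00283), -1.65 in icals3m (SE 0.39, adjusted p 0.00179) and -0.98 in PD-plug (SE 0.38, adjusted p 0.0471). In Col-0 DMSO libraries CCA1 (AT2G46830) stood at -0.29, 7.57, 3.87 and 1.21 log2 CPM at 12, 24, 48 and 72 h, and GI at 0.41, 6.34, 8.002 and 7.39. TOC1 in these libraries stood at 3.55, 7.84 and 8.45 log2 CPM at 24, 48 and 72 h. CCA1 fell and TOC1 rose over these times in the DMSO libraries of icals3m and PD-plug as well. The levels of these clock genes thus change along with the time after treatment in this series. Comparisons across times, including the gene counts and the courses of CALS3 and mCherry, cannot separate time after treatment from clock state. Whether clock phase or the time of harvest lies behind the clock gene levels was not tested.

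The remaining comparisons within a genotype were split in the same way. Among the 4 splits that part each same-numbered pair, the real one alone gave as many genes (1 of 4) in Col-0 at 24 and 48 h and in icals3m and PD-plug at each of the 4 times. In Col-0 at 72 h 3 of 4 did. Over all 10 splits, which also include those that keep same-numbered libraries together, 7 of 10 did so in Col-0 at 72 h and 1 of 10 in each of the others. For the DMSO libraries, genotype was swapped within time and replicate number. Of 100 such splits, 1 gave as many genes for icals3m against Col-0 (3591 in a fit of the 24 libraries) and 1 for PD-plug against Col-0 (869), the real one in each case. The lines differed from Col-0 without estradiol by more than such swaps give. Growth position or seed batch was not tested.

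The matrices differ gene by gene and in depth, and for a single library the ratio of the totals stands apart. The total of PD-plug 48 h estradiol replicate 1 was 33207020 in the main matrix and 24797368 in the STAR matrix, a ratio of 1.34, against 1.87 to 2.07 in the remaining libraries. Without that library PD-plug relative to Col-0 at 48 h had 706 genes in place of 1182, and 411 genes in place of 653 were shared by the lines. Over all fits that left out a library these counts ran from 699 to 1621 and from 320 to 1012, so other libraries moved them as far. Why its total is low in the main matrix was not tested. Over 18235 genes with a summed count above 1000 in each, the main matrix held between 0.99 (5th percentile) and 7.99 (95th percentile) times the count of the STAR matrix, with a median of 1.72. The ratio was between 0.9 and 1.1 for 21.7% of genes and above 5 for 11.3%, and for CALS3 it was 4.44. Transcript length shows no relation to it (Spearman correlation 0.0017 across genes). The biological coefficient of variation was 0.167 in the main matrix and 0.326 in the STAR matrix. What made the counts differ is not stated in the labels, and no other explanation was tested.

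In icals3m relative to Col-0, 3 genes passed the threshold at all 4 times and were named after their values were seen. They were CALS3, IPS1 (AT4G39800) and WDL1 (AT3G04630). IPS1 was lower throughout, with log2 fold changes of -0.58, -0.85, -0.62 and -0.50 at 12, 24, 48 and 72 h, and WDL1 was higher at 12 h (0.75) and lower afterwards (-0.90, -1.17 and -0.88).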
